# Identification of the Toxicity Pathways Associated With Thioacetamide-Induced Injuries in Rat Liver and Kidney

**DOI:** 10.3389/fphar.2018.01272

**Published:** 2018-11-06

**Authors:** Patric Schyman, Richard L. Printz, Shanea K. Estes, Kelli L. Boyd, Masakazu Shiota, Anders Wallqvist

**Keywords:** predictive toxicology, RNA-seq, thioacetamide, toxicogenomics, fibrosis, necrosis

## Abstract

Ingestion or exposure to chemicals poses a serious health risk. Early detection of cellular changes induced by such events is vital to identify appropriate countermeasures to prevent organ damage. We hypothesize that chemically induced organ injuries are uniquely associated with a set (module) of genes exhibiting significant changes in expression. We have previously identified gene modules specifically associated with organ injuries by analyzing gene expression levels in liver and kidney tissue from rats exposed to diverse chemical insults. Here, we assess and validate our injury-associated gene modules by analyzing gene expression data in liver, kidney, and heart tissues obtained from Sprague-Dawley rats exposed to thioacetamide, a known liver toxicant that promotes fibrosis. The rats were injected intraperitoneally with a low (25 mg/kg) or high (100 mg/kg) dose of thioacetamide for 8 or 24 h, and definite organ injury was diagnosed by histopathology. Injury-associated gene modules indicated organ injury specificity, with the liver being most affected by thioacetamide. The most activated liver gene modules were those associated with inflammatory cell infiltration and fibrosis. Previous studies on thioacetamide toxicity and our histological analyses supported these results, signifying the potential of gene expression data to identify organ injuries.

## Introduction

The risk of being exposed to toxic chemicals (i.e., toxicants) that cause acute and long-term adverse health effects is increasing worldwide. Tens of thousands of chemicals already exist, and hundreds more are introduced each year for consumer use (Allen, 2013). Yet, most of these chemicals will never be adequately tested for toxicity because of the resource- and time-intensive nature of animal-based (*in vivo*) toxicological studies. An effective approach is needed to identify appropriate countermeasures for mitigating or avoiding permanent organ damage from exposure to toxicants. A key requirement for achieving this aim is early detection of toxicant-induced biological changes (Rossi et al., 2007; Parkes et al., 2012). Systems toxicology offers a promising approach to address this issue. It assumes that toxicity is accompanied by altered expression of either a single gene or a set of genes (Hamadeh et al., 2002; Sutherland et al., 2017). Predictive systems toxicology is based on the hypothesis that treatments inducing similar changes in gene expression will lead to the same endpoint (Afshari et al., 2011). Recent predictive models, which build on this assumption by hypothesizing that treatments leading to the same endpoint cause similar changes in gene expression, have led to a deeper mechanistic understanding of toxicological effects and improved predictions of responses to chemicals (Steiner et al., 2004; Sutherland et al., 2017).

Several toxicogenomics studies have used data on expressed or co-expressed genes to identify genes specific to a certain chemical insult or disease (e.g., cancer, cholestasis, steatosis) (Segal et al., 2004; Sahini et al., 2014; Parmentier et al., 2017), or to repurpose drugs by using an already existing drug to treat a different disease (Iskar et al., 2013). Co-expressed genes participate in a biological process, but are not necessarily co-regulated. A toxicity pathway is a set of co-expressed genes that are differentially activated in response to an injury condition. Computational methods, such as bi-clustering (Pontes et al., 2015), are used to create co-expressed gene sets, which consist of genes whose expression pattern is correlated across a set of chemical exposure conditions. In our initial efforts, we used the *Iterative Signature Algorithm* (Bergmann et al., 2003) to identify co-expressed gene sets (modules) associated with molecular toxicity pathways and link them to specific injuries in the liver and kidney (Tawa et al., 2014; AbdulHameed et al., 2016). Our injury modules were selectively activated by chemical insults. However, the selection of injury-specific modules was partly based on biological information and the presence of known biomarkers. Recently, we developed an unbiased protocol to assign injury modules to specific histopathological injuries in the liver and kidney based on gene co-expression profiles (Te et al., 2016). This protocol is applicable for any organ and has an advantage over, e.g., gene signatures, in that no biological or mechanistic information is needed as input other than gene expression data. Gene expression data may exhibit high study-variability, due to limitations in experimental techniques and the complexity of biological systems, which makes identifying gene signatures for specific pathologies a challenge. With the use of our co-expressed injury modules, we can reduce this inherent noise and make predictions more robust. Using only gene expression data, from the Open Toxicogenomics Project-Genomics Assisted Toxicity Evaluation System (TG-GATEs) database, which contains data from Sprague-Dawley rats exposed to different chemicals for 4–29 days (Igarashi et al., 2015), our protocol identified 8 and 11 chemical-induced organ injury modules for the liver and kidney, respectively, associated with the relevant histopathological injury phenotypes from the TG-GATEs database.

In the current study, we tested the ability of our previously developed liver and kidney injury modules to predict liver and kidney injuries in rats at early time points after exposure to a toxicant (8 and 24 h). Our aim is to show that the activation score of the injury modules correlate with known injury phenotypes and that our injury modules are advantageous compared to using differentially expressed genes (DEGs) or KEGG pathways to identify injury phenotypes. We selected thioacetamide, an organosulfur compound extensively used in animal studies as a hepatotoxin and carcinogen (Ledda-Columbano et al., 1991; Li et al., 2002; Yeh et al., 2004; Okuyama et al., 2005), for its ability to cause acute liver damage (Li et al., 2002; Okuyama et al., 2005). Thioacetamide is highly toxic because it is rapidly metabolized by cytochrome P450 and flavin-containing monooxygenases to reactive metabolites (thioacetamide-S-oxide and reactive oxygen species) (Hajovsky et al., 2012). To validate our organ injury modules, we treated 30 Sprague-Dawley rats with saline solution (control), 25 mg/kg (low dose), and 100 mg/kg (high dose) to produce different degrees of injury. We determined the doses based on the dose response curve for thioacetamide in Sprague-Dawley rats. RNA samples for gene expression analysis were collected from the liver, kidney, and heart at 8 and 24 h. Although thioacetamide mainly causes liver injury, we used kidney samples to test for organ specificity and heart samples for a control. We then validated the injury module predictions by identifying known injury phenotypes in liver and kidney tissues.

## Materials and Methods

### Animals

Male Sprague-Dawley rats at 10 weeks of age were purchased from Charles River Laboratories (Wilmington, MA, United States). They were fed with Formulab Diet 5001 (Purina LabDiet; Purina Miles, Richmond, IN, United States) and given water *ad libitum* in an environmentally controlled room on a 12:12-h light-dark cycle, with the temperature set at 23°C. All experiments were conducted in accordance with the Guide for the Care and Use of Laboratory Animals of the United States Department of Agriculture, the Vanderbilt University Institutional Animal Care and Use Committee, and the U.S. Army Medical Research and Materiel Command Animal Care and Use Review Office.

### Experimental Design

The surgery for implanting the catheters was performed 7 days before each experiment, as previously described (Shiota, 2012). Rats were anesthetized with isoflurane. For studies to determine the appropriate dose and time after exposure and for studies to measure changes in gene expression, the right external jugular vein was cannulated using a sterile silicone catheter with an inner diameter of 0.51 mm and an outer diameter of 0.94 mm. The free end of the catheter was passed subcutaneously to the back of the neck where it was fixed. Each catheter was occluded with a metal plug following a flush of heparinized saline (200 U heparin/ml). After the surgery, rats were housed individually.

### Studies for Optimization of Dose and Time After Exposure

Two days before each study, animals were moved from their regular housing cage to a metabolic cage (Harvard Apparatus, Holliston, MA, United States). To determine the appropriate dose of thioacetamide and time after exposure, animals were divided into six groups of three, treated with either vehicle (3 ml/kg of saline) or thioacetamide (25, 50, 100, 200, or 300 mg/kg, injected intraperitoneally at 6 am). Blood (100 μl)from the jugular vein catheter and accumulated urine samples were collected just before, as well as 3, 6, 9, 12, 24, 27, 30, 33, and 36 h after, the dosing treatment (Figure 1). Right after the first blood and urine collection at 6 am of the first day, either the vehicle or thioacetamide was administered. After the last blood collection, rats were euthanized by intravenous administration of sodium pentobarbital (120 mg/kg) through the jugular vein, and liver, kidney, and heart were harvested. We measured typical biomarkers of liver, kidney and heart injury in blood and urine. Liver, kidney, and heart injuries were directly diagnosed by histological analysis of collected tissues.

**FIGURE 1:**
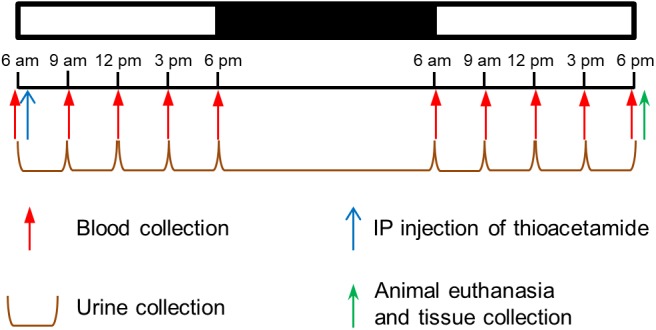
Protocol to determine thioacetamide dose and time after exposure in Sprague-Dawley rats. Schedule for intraperitoneal (ip) injection of thioacetamide, collection of blood, accumulation of urine, and collection of tissue samples.

### Studies for Measuring Changes in Gene Expression

Based on the results of studies to optimize the dose and time after exposure, we chose 25 and 100 mg/kg as the low and high doses, respectively, and 8 and 24 h as the time elapsed (T1, short; T2, long) after thioacetamide exposure (Figure 2). At the start of the T1 study, rats were transferred into a new housing cage and allowed access to water *ad libitum*, but no food. Blood was collected, then rats were given intraperitoneally at 9 am either vehicle (*n* = 5 rats) or thioacetamide (25 or 100 mg/kg; *n* = 5 rats per dose). For the T2 study, rats were placed into a new housing cage and allowed access to water and food *ad libitum* for the first 18 h after treatment, then food was removed for the last 8 h (9 am to 5 pm, Day 2). For T2 rats, at the start of the study, blood was collected, then rats were given intraperitoneally at 5 pm (Day 1) either vehicle or thioacetamide (25 or 100 mg/kg; *n* = 5 rats per dose). For both T1 and T2 rats, following blood collection at 5 pm, animals were anesthetized by intravenous injection of sodium pentobarbital through the jugular vein catheter and immediately subjected to a laparotomy. Urine was collected from bladder directly. The liver, kidney, and heart were dissected and frozen using Wollenberger tongs precooled in liquid nitrogen. The collected plasma, urine, and organs were kept in a −80°C freezer until needed for analyses.

**FIGURE 2:**
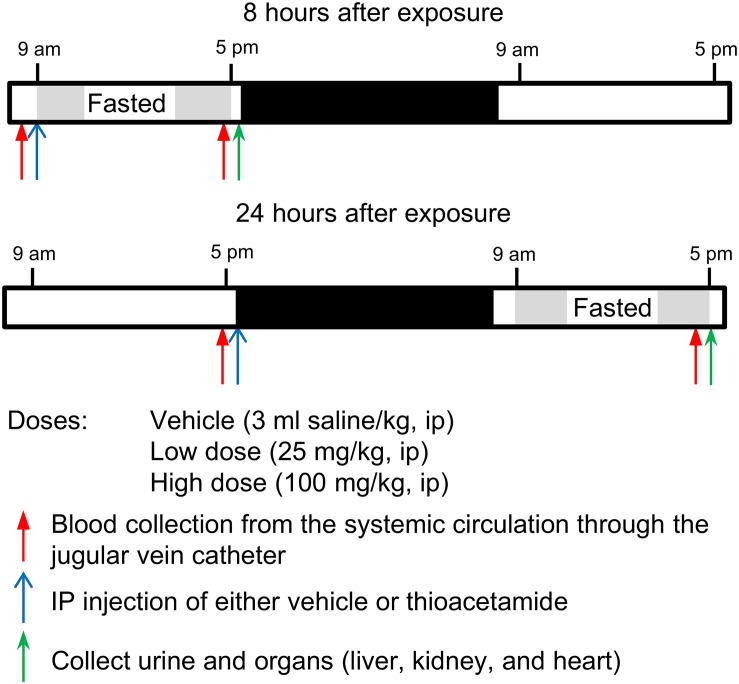
Protocol for exposing Sprague-Dawley rats to thioacetamide.

### Measurement of Tissue Injury Markers in Blood and Urine

Activities of plasma alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were measured using ALT and AST activity assay kits (Sigma-Aldrich, St Louis, MO, United States), respectively. The kidney injury marker-1 was measured using the KIM-1 Rat ELISA kit (Abcam Inc., Cambridge, MA, United States).

### RNA Isolation and Sequencing

Frozen whole kidney and heart samples were powdered in liquid nitrogen, since these organs are histologically heterogeneous. Total RNA was isolated from liver, powdered kidney, and powdered heart, using TRIzol Reagent (Thermo Fisher Scientific, Waltham, MA, United States) and the direct-zol RNA MiniPrep kit (Zymo Research, Irvine, CA, United States). The isolated RNA samples were then submitted to the Vanderbilt University Medical Center VANTAGE Core (Nashville, TN, United States) for RNA quality determination and sequencing. Total RNA quality was assessed using a 2100 Bioanalyzer (Agilent, Santa Clara, CA, United States). At least 200 ng of DNase-treated total RNA with high RNA integrity was used to generate poly-A-enriched mRNA libraries, using KAPA Stranded mRNA sample kits with indexed adaptors (Roche, Indianapolis, IN, United States). Library quality was assessed using the 2100 Bioanalyzer (Agilent), and libraries were quantitated using KAPA library Quantification kits (Roche). Pooled libraries were subjected to 75-bp paired-end sequencing according to the manufacturer’s protocol (Illumina HiSeq3000, San Diego, CA, United States). Bcl2fastq2 Conversion Software (Illumina) was used to generate de-multiplexed Fastq files.

### Analysis of RNA-seq Data

We used the RNA-seq data analyzing tool Kallisto for read alignment and quantification (Bray et al., 2016). Kallisto pseudo-aligns the reads to a reference, producing a list of transcripts that are compatible with each read while avoiding alignment of individual bases. In this study, we pseudo-aligned the reads to the *Rattus norvegicus* transcriptome (Rnor_6.0) downloaded from the Ensembl website (Zerbino et al., 2018). Kallisto achieves a level of accuracy similar to that of other competing methods, but is orders of magnitude faster than alternative methods. Its speed allows for the use of a bootstrapping technique to calculate uncertainties of transcript abundance estimates by repeating the analyses after resampling with replacement. In this study, we employed this technique to repeat the analysis 100 times. The files from RNA-seq analysis have been deposited in NCBI’s Gene Expression Omnibus with GEO Series accession number GSE120195.

To identify DEGs from transcript abundance data, we used Kallisto’s companion analysis tool Sleuth. Sleuth uses the results of the bootstrap analysis during transcript quantification to directly estimate the technical gene variance for each sample (Pimentel et al., 2017).

### KEGG Pathway Analysis

To understand the biological significance of the alterations in gene expression levels induced by thioacetamide, we used the aggregated fold change (AFC) method to calculate significantly enriched KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways (Kanehisa and Goto, 2000). Detailed descriptions and performance characteristics of the AFC method can be found in the original literature (Ackermann and Strimmer, 2009; Yu et al., 2017). In the AFC method, we first calculate the mean fold change for each gene (i.e., the difference between the mean log-transformed gene expression values for treatments and controls) and define the KEGG pathway score as the average mean fold change of all genes in the pathway. We then use the pathway scores to perform null hypothesis tests and estimate each pathway’s significance by its *p*-value, defined as the probability that the pathway score for a random data set is greater than the score from the actual data. The sign of the pathway score represents the direction of regulation: the pathway is defined as up-regulated if the gene expression level after treatment is increased relative to control, and down-regulated if it is instead reduced.

### Module Activation Score

We developed a method, called aggregate absolute fold change (AAFC), to calculate module activation scores. This method identifies gene sets (e.g., modules) that are significantly changed. The AAFC method first calculates the fold-change value for each gene (i.e., the difference between the mean log-transformed gene expression values for samples in the treatment and control cohorts). The significance of this fold-change value was assessed by Student’s *t*-test (*n* = 5 for both treatment and control cohorts). The AAFC method then calculated the absolute value of each gene’s log-transformed fold-change value, as well as the average (μ_0_) and standard deviation (σ) of this value for all genes. For a gene set (e.g., module or pathway) the average score 

 of the absolute values was calculated. The significance of a gene set was estimated by its *p*-value, i.e., the probability of having a gene set score more extreme than the calculated (

). According to the Central Limit Theorem, the probability distribution of an average value is approximately normal with parameters μ_0_ and σ/$\sqrt{n}$ [i.e., *N* (μ_0_, σ/$\sqrt{n}$]where *n* is the number of genes in the gene set, and the *p*-value can be calculated as the upper tail of this distribution. The z-score transform of 

 is then given by

(1) $$z=\frac{\left(\bar{X}-\mu_{0}\right)}{\sigma /\sqrt{n}}$$

and will have the standard normal probability distribution, *N* (0, 1).

## Results

### Studies to Determine Optimal Doses of Thioacetamide

The median (LD50) and lethal doses of thioacetamide from a single intraperitoneal (ip) injection are approximately 300 and 600 mg/kg, respectively. Koblihová et al. (2014) reported that in Wistar and Lewis rats, a single ip administration of thioacetamide at 175 mg/kg increased plasma levels of ALT, bilirubin, and NH_3_ within 24 h. In Sprague-Dawley rats, 24 h after ip injection of thioacetamide at 300 mg/kg, the liver exhibited severe centrilobular necrosis, which was accompanied by a dense inflammatory infiltrate of polymorphonuclear cells and a sixty-fold increase in the hepatic apoptosis score (Ackerman et al., 2015). All rats survived during the first 36 h with treatments of 175 or 300 mg/kg (Koblihová et al., 2014; Ackerman et al., 2015). Based on these observations, we proceeded to determine a low and a high thioacetamide dose and time after exposure, by giving an ip injection of either vehicle (3 ml/kg of saline; *n* = 3 rats) or thioacetamide (25, 50, 100, 200, or 300 mg/kg; *n* = 3 rats per dose) to male Sprague-Dawley rats.

We monitored changes in injury markers for liver (plasma ALT and AST) and kidney (urine KIM-1) for 36 h (Figure 3). The rise of ALT and AST levels was observed between 6 and 9 h after exposure in the groups treated with thioacetamide at 200 and 300 mg/kg. Twelve hours after exposure, ALT and AST levels increased in the groups treated with 50, 100, and 200 mg/kg. Urine KIM-1 levels started to increase 9 h after exposure in groups treated with thioacetamide. Plasma ALT and AST levels increased in a dose-dependent manner and linearly from 6 h after dosing. The urine levels of KIM-1 also increased dose-dependently and linearly from 12 h after dosing.

**FIGURE 3:**
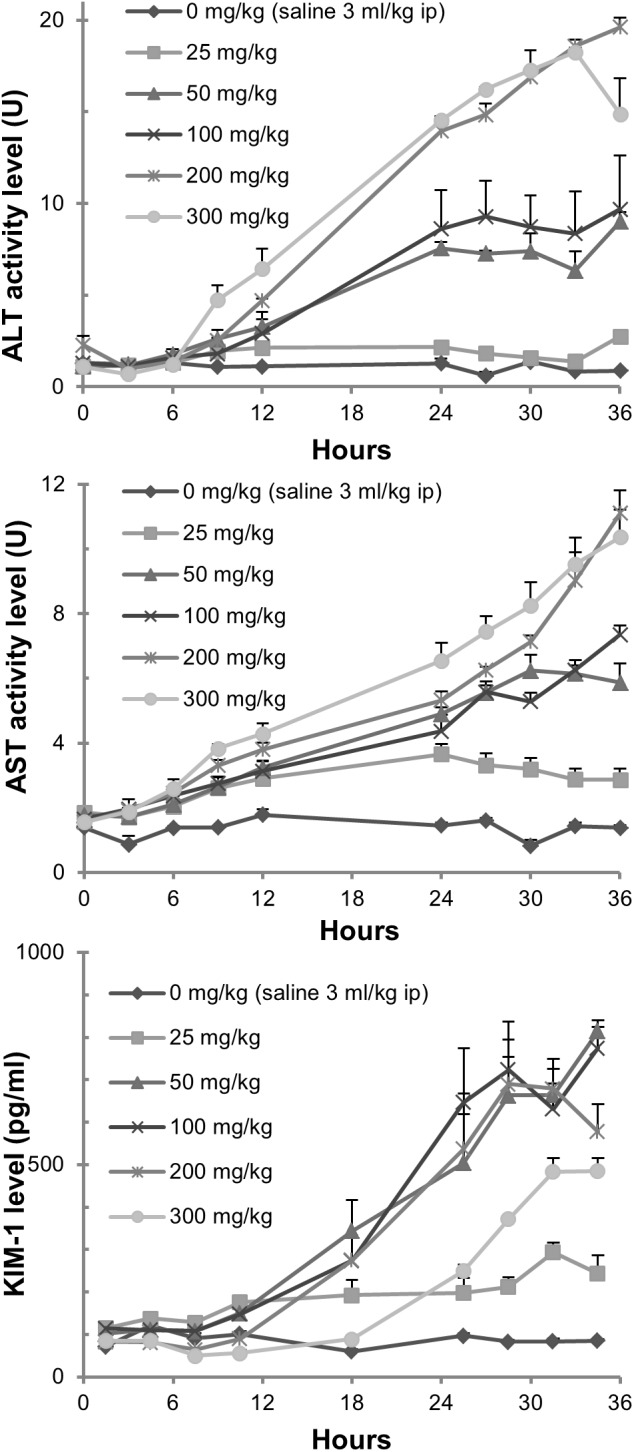
Measurements of tissue injury markers. Changes in plasma ALT and AST levels, as well as urine KIM-1 levels, in rats exposed to thioacetamide.

Hepatocellular damage was also assessed in hematoxylin- and eosin-stained liver sections by light microscopy (Figure 4). Pathological changes occurred predominantly in the centrilobular regions of hepatic lobules. When rats were administered 25 mg/kg of thioacetamide, the affected regions were limited to the vicinity of the central vein. Hepatocytes in the affected regions were less intensely eosinophilic, with rarefaction, karyorrhexis (destructive fragmentation of the nucleus in dying cells), and neutrophilic infiltrates. As the dose increased, the affected regions expanded, with increased severity of degenerative changes (e.g., necrosis, karyorrhexis, and neutrophilic infiltrates). Damaged hepatocytes were replaced by aggregates containing a mixture of macrophages and neutrophils, whose presence can lead to chronic inflammation and fibrosis (Selders et al., 2017). Additionally, at a dose of 300 mg/kg, many periportal regions exhibited mild infiltration of neutrophils sequestered around the bile ducts.

**FIGURE 4:**
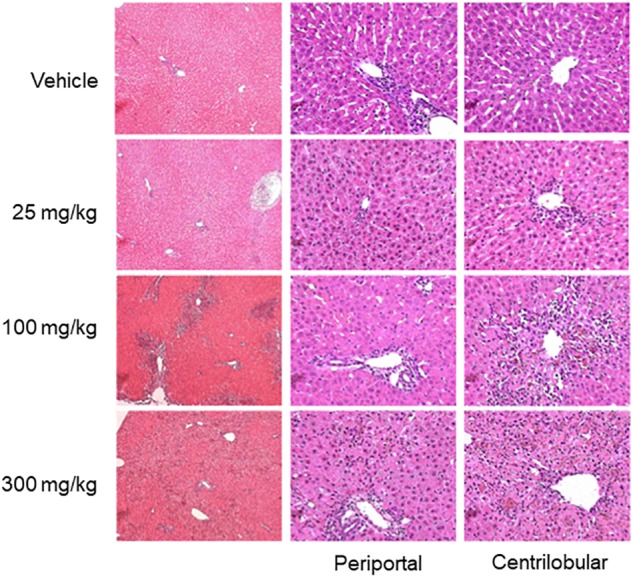
Histopathology images of liver. Representative photomicrographs of liver sections stained by hematoxylin and eosin, 33 h after thioacetamide administration. Vehicle treatment showed unaffected liver sections. Liver histology after thioacetamide administration of 25 mg/kg showed mild pallor in hepatocytes in the centrilobular region (two of three animals). Liver histology after thioacetamide administration of 100 and 300 mg/kg showed centrilobular bridging hepatocellular necrosis with abundant inflammation (all six animals).

Neither kidney nor heart tissue exhibited any pathological changes during this fairly short period after exposure (Figure 5).

**FIGURE 5:**
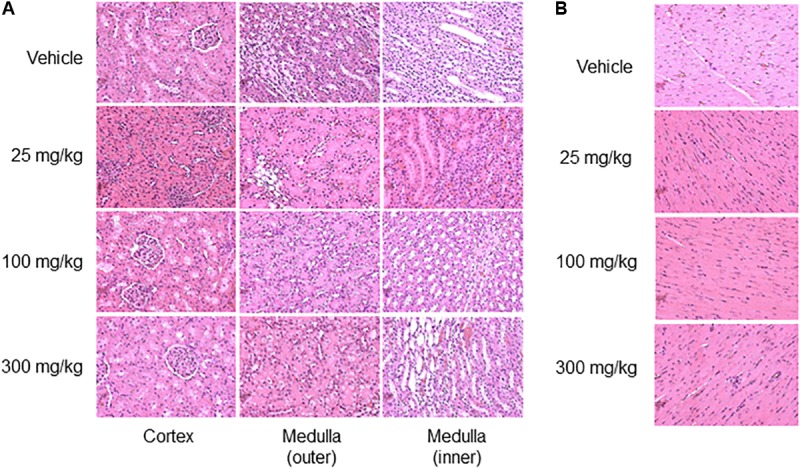
Histopathology images of kidney and heart. Representative photomicrographs of the kidney **(A)** and heart **(B)**, 33 h after thioacetamide administration. No histological injury was observed in either kidney or heart sections.

Based on these results, we chose the doses, 0 (vehicle), 25, and 100 mg/kg, and two sample collection times (8 and 24 h post-dosing; animals were divided into six groups of *n* = 5). The low-dose was the highest dose that might lead to mild or no organ injury. The high-dose was the minimum dose of thioacetamide that could result in organ injury.

### Differentially Expressed Genes (DEGs) Induced by Exposure to Thioacetamide

RNA-seq analysis was performed to identify DEGs by comparing transcript abundance levels between organ tissue samples exposed or not exposed to thioacetamide. 

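RNA was sequenced from 90 tissue samples, 30 each from liver, kidney, and heart. In each organ and at each time, 8 or 24 h after exposure, 5 samples came from vehicle-treated rats, 5 from rats given the low dose of 25 mg/kg, and 5 from rats given the high dose of 100 mg/kg. The libraries were enriched for poly-A RNA. The authors pseudo-aligned the read pairs with Kallisto, which assigns each pair to the transcripts it is compatible with, and deposited for every target an estimated count and its TPM, an abundance scaled by target length and library. All libraries list the same 65166 targets. Of these, 40071 are rat transcripts with Ensembl identifiers, and 25095 are genomic intervals of 1003 to 20000 bases that are named by chromosome, start, and end. The intervals took from 4.08% to 28.9% of a library's estimated counts, and 50.7% of the interval counts fell on 5 intervals. The tests below used the transcripts alone. The files do not pair the transcripts with genes, so every count here is a count of transcripts, whereas the paper counts genes.

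Total estimated counts per library ranged from 16332764 to 36303248, with a median of 24842179. In the liver at 8 h, they ranged from 23201770 to 30145236 (median 26084808) with vehicle, from 17747394 to 31807591 (median 30936682) with the low dose, and from 16641408 to 36303248 (median 27855338) with the high dose. At 24 h, the liver totals ranged from 17747393 to 32444050 (median 25876025) with vehicle, from 19623960 to 32910696 (median 23790232) with the low dose, and from 20962157 to 27301043 (median 23633439) with the high dose. In the kidney at 8 h, they ranged from 22698751 to 30098569 (median 23559680) with vehicle, from 21951114 to 30292593 (median 26027838) with the low dose, and from 19170863 to 24877737 (median 21501421) with the high dose. At 24 h, the kidney totals ranged from 20531004 to 27720000 (median 25161615) with vehicle, from 16919321 to 25110409 (median 22318245) with the low dose, and from 21101964 to 31562820 (median 27080945) with the high dose. In the heart at 8 h, they ranged from 16849390 to 30625999 (median 24806622) with vehicle, from 16332764 to 31570431 (median 28309935) with the low dose, and from 23329225 to 25658552 (median 24174912) with the high dose. At 24 h, the heart totals ranged from 20511795 to 31559509 (median 25059252) with vehicle, from 18384274 to 31250679 (median 23548363) with the low dose, and from 21598818 to 28904323 (median 23797727) with the high dose. Total counts did not separate treated from vehicle samples in any of the 12 comparisons. The smallest p-value of the two-sided exact permutation tests was 0.0714 (adjusted p = 0.857), for the kidney after the high dose at 8 h.

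The estimated counts were rounded to whole numbers and scaled by edgeR's TMM method, and transcripts with too few counts were removed by edgeR's default filter. Each treated group was then compared with the vehicle group of the same organ and time by edgeR's quasi-likelihood test. A transcript was called differentially expressed at an adjusted p-value of no more than 0.01 (Benjamini-Hochberg) and an absolute natural-log fold change of at least 0.60. The paper applies these limits to genes, the latter to its effect size, which it defines on the natural-log scale but does not treat as equivalent to a log fold change.

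A pair of liver libraries held nearly the same counts. The library MS-1, labelled vehicle at 24 h, and the library MS-9, labelled low dose at 8 h, had totals of 17747393 and 17747394. Of the 15797 transcripts with at least 10 counts in either, 99.96% differed by no more than 1 count. The highest such share among the other 4004 pairs of libraries was 3.82%. Both libraries were kept under their labels, with 5 samples per group, and the counts for the liver at 24 h are also given without MS-1.

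**Figure D1:**
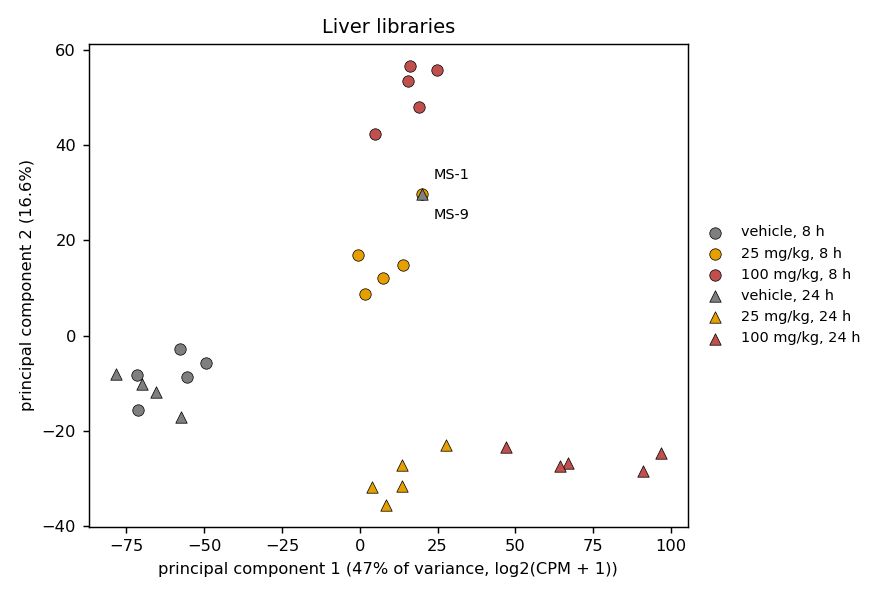
Principal components of the 30 liver libraries, from log2(CPM + 1) of the transcripts over 14978 transcripts. The first component (x axis) carries 47% of the variance and the second (y axis) 16.6%. Color gives the dose and shape the time after exposure, and each point is 1 library. MS-1 and MS-9 lie on the same spot, at 20.11 and 29.79, while the other 4 libraries of vehicle-treated rats at 24 h lie between -78.37 and -57.33 on the first component.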

We isolated RNA samples from liver, kidney, and heart tissues 8 or 24 h after they were exposed to a low (25 mg/kg) or high (100 mg/kg) dose of thioacetamide. Table 1 summarizes the numbers of DEGs identified by using a false discovery rate adjusted *p*-value (q-value) of no more than 0.01 and a minimum gene expression effect size of 0.60 as the criteria for differential expression. The effect size is defined as the natural logarithm of the fold change. The 0.60 cutoff-value was determined based on the null hypothesis that gene expression is unchanged with 95% confidence. This derived cutoff-value corresponds to a fold-change value of 1.8, which is close to the commonly used fold-change value of metricconverterProductID1.5 in1.5 in the literature. 

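The vehicle-treated rats give a measure of how far fold changes spread without thioacetamide. Between the 5 vehicle samples at 8 h and the 5 at 24 h, the 95th percentile of the absolute natural-log fold change was 0.583 in the liver, over 15799 transcripts. It was 0.449 in the kidney, over 18676 transcripts, and 0.391 in the heart, over 17629 transcripts. An absolute value of 0.60 or more was reached by 4.62% of the transcripts in the liver, 2.35% in the kidney, and 1.98% in the heart. With the library MS-1 left out of the liver vehicle samples, the 95th percentile was 0.599 and the share was 4.99%. In edgeR's test, no transcript met both criteria between the vehicle groups in any organ. An unadjusted p-value under 0.05 was found for 948 in the liver, 334 in the kidney, and 918 in the heart. With DESeq2 in place of edgeR, 7 transcripts met both criteria in the liver, 0 in the kidney, and 5 in the heart. At 24 h after the high dose, the 95th percentile against vehicle was 1.49 in the liver, 0.905 in the kidney, and 0.571 in the heart.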

Although the log fold-change value of a gene and the effect size are not equivalent, the directionality of the gene expression change (i.e., if a gene is up- or down-regulated) and ranking should be the same. 

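In the liver, 944 transcripts rose and 670 fell at 8 h after the low dose, and 158 rose and 157 fell at 24 h. With the high dose, 2046 rose and 1277 fell at 8 h, and 1246 rose and 1483 fell at 24 h. With DESeq2, 481 of 995 rose at 24 h after the low dose and 1468 of 3576 after the high dose. With limma on log2(TPM + 1), 1266 of 1323 and 5244 of 5689 rose. TPM were not rescaled between samples for limma. On its scale the median transcript shifted upwards against vehicle by 0.49 and 0.65, so its balance cannot be told apart from that shift. In the kidney, 33 rose and 8 fell at 8 h after the low dose, and 7 rose and 4 fell at 24 h. With the high dose, 202 rose and 76 fell in the kidney at 8 h, and 407 rose and 387 fell at 24 h. In the heart, 119 rose and 43 fell at 24 h after the high dose. The median absolute natural-log fold change of the called transcripts was 1.09 in the liver, 0.978 in the kidney, and 0.822 in the heart at 24 h after the high dose.

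In the liver at 24 h after the high dose, 895 called transcripts with a mean of at least 2 CPM (counts scaled to a common library size) were higher in every treated sample than in every vehicle sample, and 1147 were lower. Among these, ENSRNOT00000075989 had the largest rise. Its level was 10.4 CPM ± 8.99 (SD, n = 5) after the high dose and 0 CPM in each of the 5 vehicle samples, a log2 fold change of 10.82 (standard error 1.16, adjusted p = 0.00074 from edgeR's quasi-likelihood test). With vehicle at 0, the size of this fold change is not a measured ratio. The standard errors given here were derived from the fold change and the F statistic of the test. Without the sample MS-26, which had 26.25 CPM, the treated samples lay between 4.42 and 8.25 CPM. ENSRNOT00000073341 was next, with 5.44 CPM ± 3.12 (SD, n = 5) after the high dose and 0.0247 CPM ± 0.0553 (SD, n = 5) with vehicle. Its log2 fold change was 7.49 (standard error 0.817, adjusted p = 0.000176 from the same test), and 9.90 without the library MS-1. The remaining vehicle samples were at 0 CPM, so 9.90 is not a measured ratio either. The largest falls were those of ENSRNOT00000081413 and ENSRNOT00000010639. ENSRNOT00000081413 went from 5.53 CPM ± 2.53 (SD, n = 5) with vehicle to 0.0668 CPM ± 0.0957 (SD, n = 5), a log2 fold change of -6.16 (standard error 0.781, adjusted p = 0.000315 from the same test). ENSRNOT00000010639 went from 329.7 CPM ± 138.8 (SD, n = 5) to 6.16 CPM ± 2.25 (SD, n = 5), a log2 fold change of -5.74 (standard error 0.471, adjusted p = 6.37e-05 from the same test). Its lowest vehicle value, 108.4 CPM, was that of MS-1. The other vehicle samples lay between 288.0 and 446.9 CPM.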

All DEGs can be found in the Supplementary Material.

**Table 1:** Number of differentially expressed genes (DEGs) in liver, kidney, and heart samples after low-dose or high-dose treatment with thioacetamide.

	Low dose		High dose	
	8 h	24 h	8 h	24 h
Liver	1436	629	2709	2618
Kidney	87	79	339	760
Heart	2	6	66	209

The number of DEGs identified in all organ tissue samples strongly depended on the thioacetamide dose (Table 1). 

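In the liver at 8 h, 1614 of 16341 tested transcripts were differentially expressed after the low dose and 3323 of 16468 after the high dose. At 24 h, 315 of 16463 were called after the low dose and 2729 of 16749 after the high dose. Without the library MS-1, these became 1515 and 4598. In the kidney at 8 h, 41 of 18829 transcripts were called after the low dose and 278 of 18597 after the high dose. At 24 h, 11 of 18559 were called in the kidney after the low dose and 794 of 18967 after the high dose. In the heart, none was called after the low dose at either time, and 3 of 17519 at 8 h and 162 of 17574 at 24 h were called after the high dose. Of the processing alternatives, a limma test on log2(TPM + 0.1) moved the count for the liver at 24 h after the high dose the most, to 7107. TPM were not rescaled between samples for that test. The high dose gave more differentially expressed transcripts than the low dose in all 6 pairs of the same organ and time.

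Sizes of change were also larger after the high dose in the liver. Of 1602 transcripts called at 8 h after the low dose and tested after both doses, 1598 moved the same way after the high dose, and 68.1% moved further. The median ratio of the log2 fold changes, high dose to low dose, was 1.17. At 24 h, 82.7% of 313 such transcripts moved further and the median ratio was 1.36. In the kidney, 51.2% of 41 moved further at 8 h and 18.2% of 11 at 24 h. These transcripts were chosen for their change at the low dose, which favors large low-dose values.

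**Figure D2:**
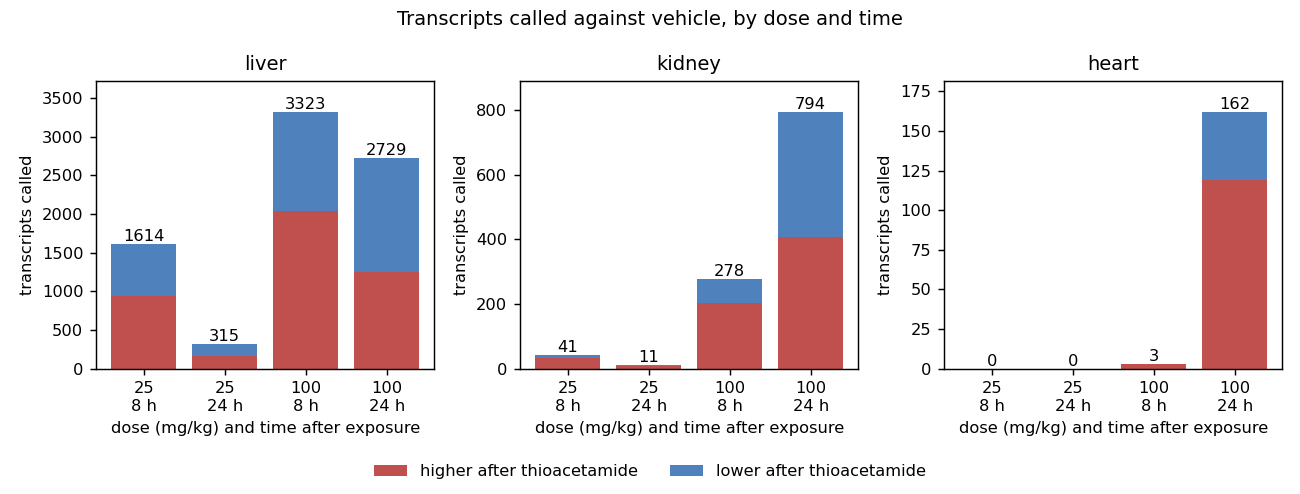
Differentially expressed transcripts (y axis) in each organ by dose and time after exposure (x axis), 5 treated and 5 vehicle samples in each comparison. Bars are split into transcripts that were higher (red) and lower (blue) than with vehicle, and the total stands above each bar. The vertical scales differ, from 3323 at the highest bar in the liver to 162 in the heart.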

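Between 8 and 24 h after the high dose, the number of differentially expressed transcripts went from 278 to 794 in the kidney, from 3 to 162 in the heart, and from 3323 to 2729 in the liver. After the low dose it went from 1614 to 315 in the liver and from 41 to 11 in the kidney. With each library's share of counts on intervals as a covariate, it went from 1638 to 7 in the liver and from 23 to 0 in the kidney. The 315, 41, and 11 calls therefore cannot be told apart from an uneven share. With DESeq2, the low-dose counts at 8 and 24 h were 1987 and 995 in the liver. In the kidney DESeq2 called 141 at 8 h and 141 at 24 h, so the fall there depended on the test. The liver counts at 24 h depended on the library MS-1. Without it, 4598 transcripts were called at 24 h after the high dose, and leaving out any other sample gave at most 2651. In the same way, 1515 were called at 24 h after the low dose without MS-1, and at most 245 with any other sample left out. With limma on log2(TPM + 1), where TPM were not rescaled between samples, the liver counts after the high dose were 2433 at 8 h and 5689 at 24 h. In edgeR, leaving out MS-9, which holds the same counts as MS-1, gave 1246 at 8 h after the low dose.

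In the kidney after the high dose at 8 h, leaving out each sample gave from 161 to 920 transcripts, the highest without MS-100, the only vehicle library at that time with a number above 90. At 24 h, the range was from 542 to 1058. Of the kidney libraries, 8 of 30 carry numbers above 90, and with a term for these numbers the high-dose counts were 216 at 8 h and 832 at 24 h. In libraries numbered up to 90 alone, they were 47 at 8 h, with 2 high-dose against 4 vehicle libraries, and 891 at 24 h, with 4 against 4. In the kidney after the low dose, leaving out each sample gave from 19 to 52 transcripts at 8 h and from 0 to 37 at 24 h.

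The difference between the times was also tested directly, as the interaction of dose and time in edgeR's quasi-likelihood test at an adjusted p-value of no more than 0.01. After the high dose, the effect differed between the times for 1430 of 17927 transcripts in the liver, 173 of 19959 in the kidney, and 1 of 18543 in the heart. After the low dose, it differed for 122 of 17591 transcripts in the liver. It differed for none in the kidney or the heart, where 965 and 1116 transcripts had an unadjusted p-value under 0.05. In simulated counts, this interaction test called 57.5% of the changed transcripts in the kidney and 83.5% in the heart, so differences can be missed. Without MS-1, the liver counts were 1878 after the high dose and 184 after the low dose, and without MS-9 the latter was 17. Leaving out MS-2 or MS-23, both low-dose libraries at 24 h, gave 10. With a term for library numbers above 90, the kidney count after the high dose was 176. In the paper's design the times also differed in the hour of dosing and in access to food, which the interaction cannot separate from time.

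**Figure D3:**
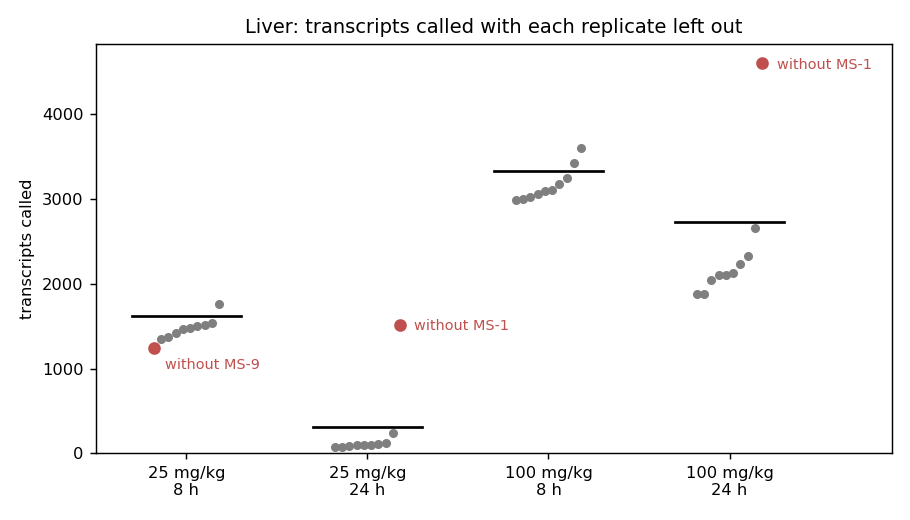
Differentially expressed transcripts in the liver (y axis) by dose and time after exposure (x axis). Black lines mark the count with all 5 treated and 5 vehicle samples, and each point is the count with 1 sample left out. Red points leave out MS-1 or MS-9. Without MS-1, the counts at 24 h were 1515 after the low dose and 4598 after the high dose.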

Interestingly, the high-dose treatment increased the number of DEGs with the time after exposure to thioacetamide for all organs, whereas the low-dose treatment reduced the number of DEGs with time after exposure in liver and kidney samples. In the heart, there were too few DEGs with low-dose treatment to make any general conclusions: two DEGs 8 h after exposure, and six after 24 h. 

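After the low dose, no heart transcript was called among 17703 tested at 8 h or 17707 tested at 24 h, and 696 and 1624 had an unadjusted p-value under 0.05. With all 15 samples of the time point in the fit, 2 were called at 24 h, and with DESeq2 1 was called at 8 h and 7 at 24 h. Between the heart vehicle groups, DESeq2 called 5. In counts simulated from the heart vehicle samples, the same test called 178 of 200 changed transcripts and 1 unchanged transcript. All simulated changes were above the limit on the fold change, so smaller changes were not covered.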

A possible explanation of the decreased number of DEGs in the liver and kidney for the low dose with a long time after exposure could be that thioacetamide have been cleared or metabolized into less toxic compounds, allowing the rats to begin to recover from the insult.

Table 2 shows the overlap matrix of DEGs between different treatments and organs 24 h after thioacetamide exposure (see Supplementary Table S1 for the 8 h study). Within each organ, more than 80% of the DEGs identified after low-dose treatment are also differentially expressed following the high-dose treatment. 

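At 24 h, 301 of the 315 transcripts called in the liver after the low dose were also called after the high dose (95.6%). In the kidney these were 9 of 11 (81.8%), and in the heart edgeR gave no low-dose transcript to compare. With DESeq2, 4 of 7 low-dose heart transcripts were shared. At 8 h, 1325 of 1614 were shared in the liver (82.1%) and 32 of 41 in the kidney (78%). All of the shared transcripts moved in the same direction after both doses. By chance, 51.1 shared transcripts were expected in the liver at 24 h and 0.461 in the kidney, from the numbers called among the transcripts tested at both doses. These expected numbers assume independent calls, but both doses were compared with the same 5 vehicle samples, so their calls are not independent. Without MS-1, 1427 transcripts were shared in the liver at 24 h. With the share of counts on intervals as a covariate, the low-dose calls at 24 h fell to 7 in the liver and 0 in the kidney. The overlaps built on these calls carry the same limit. Across all tested transcripts, the log2 fold changes after the 2 doses at 24 h had a Spearman correlation of 0.815 in the liver, 0.688 in the kidney, and 0.561 in the heart. These correlations are across transcripts, which are not independent replicates. The shared vehicle samples can raise them without any effect of the doses. No value for that case was made, so the correlations do not show how alike the doses act.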

Interestingly, although the overlap between DEGs in different organs is fairly large for the high-dose treatment (30–40%), only a few are common to all three organs (Figure 6). 

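At 24 h after the high dose, 167 transcripts were called in both liver and kidney, which is 21% of those called in the kidney and 6.12% of those called in the liver. By chance, 95.7 were expected, and 145 of the 167 moved in the same direction. Liver and heart shared 46 transcripts, 28.4% of those called in the heart, of which 35 moved in the same direction and 20 were expected by chance. Kidney and heart also shared 46, all of them in the same direction, where 5.13 were expected. All 3 organs shared 10 transcripts, 8 of them with the same direction throughout. The expected numbers assume independent calls. The paper took the 3 organs from the same rats, so calls in different organs need not be independent. Without the library MS-1, liver and kidney shared 383 transcripts, liver and heart 75, and all 3 organs 26. At 8 h after the high dose, liver and kidney shared 189 transcripts, 68% of those called in the kidney. Liver and kidney shared 1 transcript at 24 h after the low dose, and edgeR called no transcript in the heart.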

A comparison of the numbers of DEGs between organs indicates the organ most affected by thioacetamide, and that each organ responds differently to the same insult.

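At 24 h after the high dose, 16.3% of the tested transcripts were differentially expressed in the liver, 4.19% in the kidney, and 0.922% in the heart. At 8 h these shares were 20.2%, 1.5%, and 0.017%. The liver had the most called transcripts in each of the 4 combinations of dose and time, also with any sample left out. Across transcripts, the log2 fold changes at 24 h after the high dose had a Spearman correlation of 0.433 between liver and kidney, 0.216 between kidney and heart, and 0.0950 between liver and heart. The organs were not tested against each other. The paper takes a comparison of the numbers between organs as an indication of the organ most affected by thioacetamide and of a different response in each organ.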

**Table 2:** Overlap matrix of DEGs in liver, kidney, and heart samples 24 h after exposure to a high dose (HD) or low dose (LD) of thioacetamide.

		Liver		Kidney		Heart	
		HD	LD	HD	LD	HD	LD
Liver	HD	2618	579	263	29	81	2
	LD		629	54	11	18	2
Kidney	HD			760	64	65	2
	LD				79	3	0
Heart	HD					209	5
	LD						6

**FIGURE 6:**
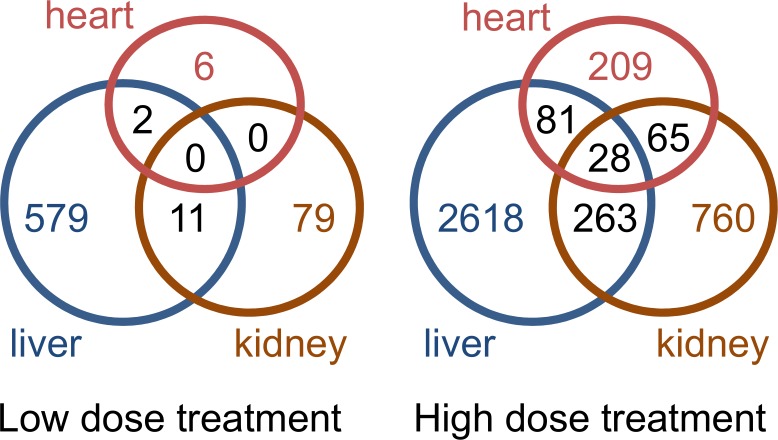
Venn diagrams showing number of overlapping and non-overlapping differentially expressed genes in the liver, kidney, and heart of rats exposed to a low or high dose of thioacetamide.

### KEGG Pathway Analyses

To identify enriched/activated pathways we used the aggregated fold-change method (AFC) (Ackermann and Strimmer, 2009). This method performs well compared to other popular pathway analysis methods, such as GSEA (Yu et al., 2017). The AFC procedure uses all of the genes in a pathway to calculate the average fold-change value and compare it to the average fold-change value of randomly selected genes (gene label sampling). For our analysis, we used the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database (Kanehisa and Goto, 2000). Figure 7 shows all KEGG pathways exhibiting either significantly (*p*-value < 0.01) increased or decreased gene expression levels in at least one of the treatment conditions in the liver, kidney, or heart.

**FIGURE 7:**
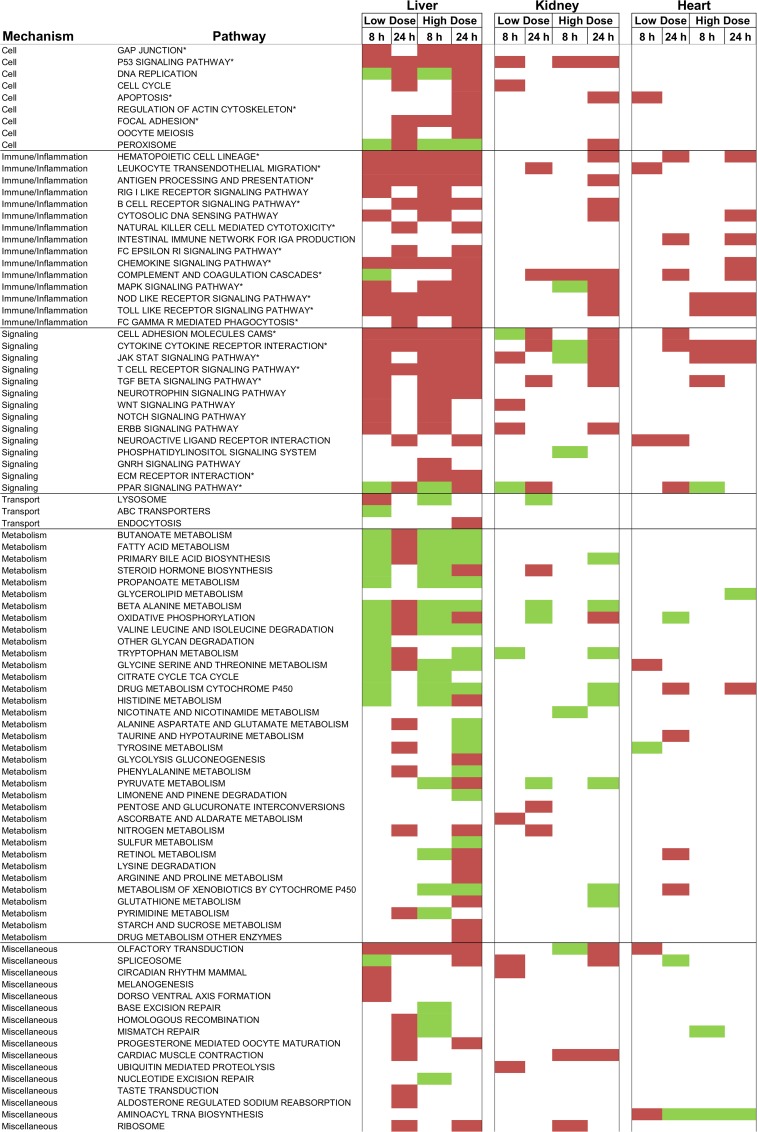
KEGG pathways activated using gene expression data after thioacetamide exposures. Significantly (*p*-value < 0.01) up- and down-regulated pathways are indicated with red and green colors, respectively. ^∗^ indicates key pathways directly or indirectly involved in fibrosis.

As expected, both low- and high-dose thioacetamide treatments significantly altered many pathways in the liver. This is reasonable because the liver – the primary organ affected by thioacetamide toxicity – is central for metabolizing thioacetamide (Rees et al., 1966). Thioacetamide-induced liver toxicity is accompanied by activation of multiple pathways involved in cellular function, signaling, inflammation, and immune responses. Compared to the liver, fewer pathways showed significantly altered expression levels in the kidney and heart. Nonetheless, most of the pathways activated in the kidney and heart overlapped with pathways in the liver, which were related to signaling, inflammation, and immune responses.

### Toxicity Module Activation Analyses

We have developed 8 kidney and 11 liver injury modules, which are co-expressed gene sets (modules) associated with specific histopathological injury phenotypes in the liver and kidney (Te et al., 2016). The number of co-expressed genes in each injury module ranges from 8 to 126, with a total of 629 unique genes. Some genes may appear in multiple modules, because the same gene can respond differently under different conditions. To determine the degree of activation of an injury module, the average absolute log_2_ fold change (FC) of all co-expressed genes in that module was calculated. Thus, a z-score and a *p*-value could be assigned to each injury module. The injury module with the largest z-score was then predicted to be expressed as the most probable injury phenotype, and injury modules with a *p*-value of greater than 0.01 were not considered significantly activated. Tables 3, 4 show the liver and kidney modules, respectively, which were significantly activated (*p*-values < 0.01, in bold). As noted in Section 2.9, the significance of the fold-change value was assessed by Student’s *t*-test (*n* = 5 for both treatment and control cohorts). 

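The paper's score for an injury module compares the average absolute log2 fold change of the module's genes with that of all genes, over genes that pass a filter on each gene's own p-value. The same filter, an equal-variance comparison at a p-value of 0.05, was applied to transcripts on the log2(TPM + 1) scale. In the liver, 7584 of 28859 transcripts with TPM above 0 in any sample passed at 8 h after the low dose (26.3%), and 8541 of 29086 after the high dose (29.4%). At 24 h, 10073 of 28777 passed after the low dose (35%) and 13577 of 29193 after the high dose (46.5%). Their absolute log2 fold change averaged 0.690 ± 0.467 (SD over transcripts) at 8 h and 0.678 ± 0.376 at 24 h after the low dose. With the high dose it averaged 0.831 ± 0.662 at 8 h and 0.938 ± 0.577 at 24 h. Without the filter, the averages after the low dose were 0.310 at 8 h and 0.383 at 24 h, in the opposite order, and after the high dose 0.373 and 0.550. With a pseudocount of 0.1 in place of 1 and the filter kept, the average at 24 h after the high dose was 1.37. TPM values were not rescaled between samples, and the median transcript differed from vehicle by 0.65 on this scale at 24 h after the high dose.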

Genes with a *t*-test *p*-value of more than 0.05 were discarded from further analysis.

**Table 3:** Activation of liver injury modules after exposure to thioacetamide.

Low dose				High dose			

8 h		24 h		8 h		24 h	
Cellular infiltration	0.71^a^	**Cellular infiltration**	**5.29**	Hematopoiesis	1.63	**Cellular infiltration**	**7.17**
Bile duct proliferation	0.60	**Fibrosis**	**3.02**	Single cell necrosis	1.27	**Fibrosis**	**5.07**
Hematopoiesis	0.52	**Bile duct proliferation**	**2.77**	Anisonucleosis	0.59	**Cellular foci**	**4.03**
Single cell necrosis	0.51	**Anisonucleosis**	**2.71**	Cellular infiltration	0.32	**Single cell necrosis**	**2.36**
Oval cell proliferation	0.42	**Cellular foci**	**2.45**	Bile duct proliferation	0.03	Bile duct proliferation	1.40
Cellular foci	0.07	Single cell necrosis	2.23	Cytoplasmic alteration	−0.19	Anisonucleosis	0.88
Fibrosis	0.00	Oval cell proliferation	0.28	Oval cell proliferation	−0.30	Hematopoiesis	0.19
Anisonucleosis	−0.33	Hematopoiesis	−0.45	Cellular foci	−0.33	Granular degeneration	−0.55
Cytoplasmic alteration	−0.88	Granular degeneration	−0.95	Fibrosis	−0.41	Oval cell proliferation	−0.74
Granular degeneration	−1.19	Cytoplasmic alteration	−2.72	Granular degeneration	−1.39	Cytoplasmic alteration	−1.99
Nuclear alteration	−1.92	Nuclear alteration	−3.11	Nuclear alteration	−2.28	Nuclear alteration	−2.76

*^a^z-score, bold values indicate significantly activated modules (*p*-value < 0.01).*

**Table 4:** Activation of kidney injury modules after exposure to thioacetamide.

Low dose				High dose			

8 h		24 h		8 h		24 h	
**Necrosis**	**3.24**^a^	**Dilatation**	**3.93**	**Necrosis**	**5.99**	**Necrosis**	**7.05**
Dilatation	0.95	**Necrosis**	**2.33**	Degeneration	1.89	**Dilatation**	**3.58**
Degeneration	0.12	Degeneration	1.63	Hyaline cast	0.32	Degeneration	2.15
Intracytoplasmic	−1.05	Hypertrophy	0.40	Intracytoplasmic	−0.16	Hyaline cast	1.75
inclusion body				inclusion body			
Cellular infiltration	−1.13	Cellular infiltration	−0.59	Cellular infiltration	−0.37	Cellular infiltration	0.64
Hyaline cast	−	Hyaline cast	−0.65	Hypertrophy	−0.68	Hypertrophy	−0.09
Fibrosis	−	Fibrosis	−1.07	Dilatation	−0.69	Intracytoplasmic inclusion body	−1.54
Hypertrophy	−	Intracytoplasmic inclusion body	−	Fibrosis	−1.36	Fibrosis	−1.92

*^a^z-score, bold values indicate significantly activated modules (p-value < 0.01).*

### Module Activation in the Liver

Eight hours after thioacetamide treatment, gene expression data from the liver sample did not reveal any significantly activated (*p*-value < 0.01) injury module regardless of the dose (Table 3). However, after 24 h, several injury modules were activated for both low- and high-dose treatments. It is not necessarily implausible for a model to predict multiple injury phenotypes, because an organ injury often involves multiple processes. The injury modules significantly activated after both low- and high-dose treatments were mostly the same. It is encouraging that some injury signatures were also seen 24 h after exposure to the low-dose treatment, as this signifies the potential of this approach for early detection of organ injury. Additionally, the z-score showed both dose and time dependence, being greater for the high dose than for the low dose. This is in qualitative agreement with our histology observations – as the dose increased, the degenerative regions expanded with increased severity.

### Module Activation in the Kidney

In the case of the kidney, thioacetamide distinctively activated genes in the necrosis module with all treatments; in addition, after 24 h it led to activation of the dilation module as a possible response to inflammation due to necrosis (Table 4). Some injury modules were missing data as a result of genes failing to pass the significance threshold of the Student’s *t*-test. Such missing data introduce some uncertainty into the injury module activation score, which is then determined by only a few genes. However, the activation score showed dose dependence, being greater with high-dose treatments. In addition, activation increased with time after exposure for the high dose; however, for the low dose, activation of the necrosis module was reduced 24 h after thioacetamide exposure relative to that of 8 h. This low-dose trend is consistent with our observations in analyzing DEGs.

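In the kidney, 3459 of 30515 transcripts passed this filter at 8 h after the low dose (11.3%), and 27056 were discarded. After the high dose at 8 h, 4570 of 30593 passed (14.9%). At 24 h, 2883 of 30182 passed after the low dose (9.55%) and 6352 of 30697 after the high dose (20.7%). Their absolute log2 fold change averaged 0.458 ± 0.341 (SD over transcripts) at 8 h and 0.483 ± 0.378 at 24 h after the low dose. With the high dose it averaged 0.539 ± 0.447 at 8 h and 0.623 ± 0.487 at 24 h. In the heart, at most 11.6% of the transcripts passed, at 24 h after the high dose, and 4.62% passed at 24 h after the low dose.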

### Organ Specificity of Injury Modules

To test for organ specificity, we calculated the activation scores for the liver injury modules using the kidney gene expression data and vice versa. Furthermore, to investigate whether we would observe a different pattern of injury module activation in an organ not severely injured by thioacetamide, we tested our liver and kidney injury modules using the gene expression data from heart tissue samples. Table 5 shows the module activation scores after 24 h of high-dose treatment in the liver, kidney, and heart. The liver injury modules did not identify any significantly activated modules in the kidney or heart samples. When we used the gene expression data from the liver sample to calculate the kidney injury module z-scores, necrosis was the top ranking injury, which is not surprising given that the genes responsible for necrosis should be common between the liver and kidney (and hence not specific to any organ). The kidney modules hyaline cast and degeneration were also activated in the liver sample, but with lower z-score values than the top-ranking liver modules. In the heart, only the kidney injury module for cellular infiltration was significantly activated, which suggests the occurrence of inflammatory responses. In summary, injury modules show organ specificity, especially when compared with a non-injured organ.

**Table 5:** Liver and kidney module activation in the liver, kidney, and heart at 24 h after high-dose exposure to thioacetamide.

Liver high dose 24 h		Kidney high dose 24 h		Heart high dose 24 h	
**Liver module**	**z-score**	**Liver module**	**z-score**	**Liver module**	**z-score**

**Cellular infiltration**	**7.17**^a^	Oval cell proliferation	1.66	Oval cell proliferation	1.02
**Fibrosis**	**5.07**	Single cell necrosis	0.66	Hematopoiesis	1.01
**Cellular foci**	**4.03**	Bile duct proliferation	−0.10	Cytoplasmic alteration	0.55
**Single cell necrosis**	**2.36**	Cellular infiltration	−0.36	Anisonucleosis	0.50
Bile duct proliferation	1.40	Nuclear alteration	−0.43	Cellular infiltration	0.14
Anisonucleosis	0.88	Granular degeneration	−0.45	Single cell necrosis	−0.26
Hematopoiesis	0.19	Anisonucleosis	−0.59	Bile duct proliferation	−0.81
Granular degeneration	−0.55	Hematopoiesis	−0.63	Granular degeneration	−1.21
Oval cell proliferation	−0.74	Cytoplasmic alteration	−0.93	Fibrosis	−1.30
Cytoplasmic alteration	−1.99	Cellular foci	−1.90	Cellular foci	−1.59
Nuclear alteration	−2.76	Fibrosis	−2.04	Nuclear alteration	−2.42

**Kidney module**	**z-score**	**Kidney module**	**z-score**	**Kidney module**	**z-score**

**Necrosis**	**6.36**	**Necrosis**	**7.05**	**Cellular infiltration**	**2.31**
**Hyaline cast**	**3.98**	**Dilatation**	**3.58**	Necrosis	1.80
**Degeneration**	**2.62**	Degeneration	2.15	Hypertrophy	1.57
Hypertrophy	2.02	Hyaline cast	1.75	Degeneration	0.91
Dilatation	1.78	Cellular infiltration	0.64	Dilatation	−0.41
Cellular infiltration	−0.95	Hypertrophy	−0.09	Intracytoplasmic inclusion body	−1.02
Intracytoplasmic inclusion body	−1.15	Intracytoplasmic inclusion body	−1.54	Fibrosis	−1.04
Fibrosis	−1.18	Fibrosis	−1.92	Hyaline cast	−1.33

*^a^z-score, bold values indicate significantly activated modules (p-value < 0.01).*

## Discussion

Given the large number of DEGs, it is almost impossible to identify individual genes indicative of a specific organ injury phenotype because most phenotypes are polygenic. A detailed analysis of DEGs is also prone to false discoveries due to noise in the data from high-throughput experiments. However, if pathways or modules associated with an injury phenotype could first be recognized, we might be able to search for potential biomarkers among the DEGs.

It remains a daunting task to classify a candidate injury phenotype based on KEGG pathways. The present study involved 92 such pathways, which were significantly activated (Figure 7). However, knowing that thioacetamide causes fibrosis – a dynamic and complex process involving the accumulation of extracellular matrix (ECM) protein as a result of wound healing and repair of chronic stimulation by viral infection, alcohol abuse, non-alcoholic fatty liver disease (NAFLD), drug use, and toxicant exposure – could help us identify the potential pathways involved at different stages of this process (Bataller and Brenner, 2005; Wynn, 2008; Liedtke et al., 2013; Elpek, 2014; Seki and Schwabe Robert, 2015).

In the case of exposure to a toxicant, fibrosis usually begins with toxicity-induced cell death (apoptosis or necrosis) of hepatocytes, which releases reactive oxygen species (ROSs) that trigger inflammation, which in turn further amplifies cell death (Rock and Kono, 2008). For example, pathways involving NOD-like receptors can cooperate with TOLL-like receptors to regulate inflammatory and apoptotic responses (Rock and Kono, 2008; Oviedo-Boyso et al., 2014), which are identified in Figure 7 as significantly activated pathways. Inflammation activates hematopoietic stem cells (HSCs) – i.e., stem cells that give rise to neutrophils, macrophages, etc., – via the hematopoietic cell lineage pathway. Inflammation also activates hepatic stellate cells, which are involved in producing the ECM, via myofibroblasts (Friedman, 2008; Seki and Schwabe Robert, 2015; Higashi et al., 2017). Although many pathways are significantly changed, many are involved in fibrosis to some extent. KEGG pathways directly or indirectly involved in the event leading to fibrosis are indicated with an asterisk in Figure 7.

In contrast to KEGG pathways, which connect genes based on mechanistic insights into a biological function, our injury modules are specific to an injury phenotype. In our approach, genes are selected that significantly change during chemical-induced injury, but which may be mechanistically unrelated and whose functional contributions may be difficult to interpret.

Four liver injury modules in Table 3 were significantly activated under the high-dose condition: cellular infiltration, fibrosis, cellular foci, and single-cell necrosis. As previously mentioned, fibrosis is a process that involves cell death (apoptosis or necrosis) and cellular infiltration in the liver. High-dose thioacetamide treatment activated all these processes that promote deposition of scar tissue and lead to fibrosis. This treatment also activated the cellular foci module, which is closely related to the cellular infiltration phenotype. Focal inflammation is the most frequently seen inflammatory lesion in the liver, where the infiltrating cells are predominantly lymphocytes, neutrophils, and macrophages, which also contribute to fibrosis (Wynn and Barron, 2010; Xu et al., 2014; Selders et al., 2017).

To validate the activation of injury modules, we histologically analyzed liver, kidney, and heart tissues. The top ranking liver injury modules in Table 3 correlated well with known liver injuries and pathological changes caused by thioacetamide toxicity involving cellular infiltration, necrosis, and fibrosis. Although we identified necrosis as a possible kidney injury (Table 4), histological analysis revealed no kidney injury after 24 h. However, previous work has shown that thioacetamide causes necrosis in the kidney after 4 days (Igarashi et al., 2015). This suggests that our injury modules potentially have the predictive power to detect necrosis in the kidney at an early stage.

## Conclusion

We have successfully used our injury modules to predict pathological changes in organs exposed to thioacetamide using RNA-seq data. After 24 h of high-dose treatment, our modules clearly indicated inflammatory responses (cellular infiltration and cellular foci) and cell death, both of which were observed in the histological analysis. Our modules also indicated fibrosis, which was not histologically evident at the same time point. However, aggregates of macrophages and neutrophils were observed, suggesting that if the injury were prolonged it would lead to fibrosis and a functionally compromised liver. Alternative methods such as using DEGs and KEGG pathways to identify injury phenotype show low specificity. Our results, which show promise in making toxicity predictions not long after exposure to a toxicant at relatively low doses, offer encouragement to further explore toxicity predictions based on gene co-expression modules.

## Data Availability

Supplementary Data associated with this article can be found in the online version. The files from RNA-seq analysis have been deposited in NCBI’s Gene Expression Omnibus with GEO Series accession number GSE120195 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120195).

## Author’s Note

The opinions and assertions contained herein are the private views of the authors and are not to be construed as official or as reflecting the views of the U.S. Army or of the U.S. Department of Defense. This paper has been approved for public release with unlimited distribution.

## Author Contributions

PS, RP, MS, and AW made substantial contributions to the concept and design of the work. MS designed the protocols for the animal studies. SE and MS performed the animal studies, analyzed injury markers in blood and urine, and collected samples. RP worked on the extraction and purification of RNA. KB performed histological analysis. PS and AW analyzed the gene expression data. PS contributed to drafting the manuscript. RP, AW, and MS contributed to revising and editing the manuscript for important intellectual content.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

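RNA-seq was performed on 90 samples of rat liver, kidney, and heart, 5 in each of 18 groups defined by organ, dose (vehicle, 25, or 100 mg/kg of thioacetamide), and time after exposure (8 or 24 h). Conditions were taken from the sample labels, which follow the paper's groups. The authors quantified the reads with Kallisto against the Ensembl rat transcriptome and deposited, for each target in each sample, an estimated count that need not be a whole number and is not normalized. They also deposited its TPM, which is scaled by target length and sums to the same total in every sample over all targets, and its length and effective length. Besides 40071 transcripts, the deposited tables list 25095 genomic intervals, which the paper's text does not describe as part of the reference. The paper found its differentially expressed genes with Sleuth from bootstrap estimates, which were not used here.

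The main comparisons used the estimated counts of the transcripts, rounded to whole numbers. No table used here pairs the transcript identifiers with genes, so sums per gene were not made, and the transcript was the unit throughout, as had been set out for that case. Each treated group was compared with the vehicle group of the same organ and time, 5 samples against 5, in R 4.3.3 with edgeR 4.0.16. Its default filter on low counts, TMM scaling, and quasi-likelihood test were used, with Benjamini-Hochberg adjustment. The thresholds were an adjusted p-value of no more than 0.01 and an absolute natural-log fold change of at least 0.60, which is 0.866 on the log2 scale. Both numbers are the paper's, but the paper sets 0.60 on its effect size, which it states is not equivalent to a log fold change, so the second criterion is not the same as the paper's. The difference of an effect between 8 and 24 h was tested as an interaction over 20 samples, at an adjusted p-value of no more than 0.01 without a limit on its size. The vehicle groups of the 2 times were compared with the same criteria as the treated groups. Overlaps are transcripts called in each of the comparisons named, and the overlap expected by chance assumes independent calls among the transcripts tested in all of them. The average absolute log2 fold change was taken on log2(TPM + 1) over transcripts that passed the paper's filter at a p-value of 0.05.

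On simulated counts made from the means and library sizes of each organ, with 200 changed transcripts, the main test called 72.5% of the changed transcripts in the liver, 73.0% in the kidney, and 89.0% in the heart. It called at most 1 unchanged transcript. With nothing changed, it called none. The interaction test called 49.5% of the changed transcripts in the liver, 57.5% in the kidney, and 83.5% in the heart, and no unchanged transcript. DESeq2 called 82.5%, 87%, and 92% of the changed transcripts, and 12, 5, and 4 unchanged ones. It was run with its cutoff for outlying samples and its independent filtering switched off. Total estimated counts ranged from 16332764 to 36303248 per library, and between 20918 and 25603 transcripts per library had a count above 0.

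The alternatives set before the data were examined were DESeq2 1.42.0 in place of edgeR, no filter on low counts, a filter of at least 5 counts in 47% of the samples, all 15 samples of an organ and time in one fit, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), no limit on the fold change, and leaving out each replicate in turn. For the average absolute log2 fold change they were a pseudocount of 0.1, transcripts with a mean TPM of at least 1, and no filter. Alternatives chosen after seeing the data were all targets in the fit, the share of counts on intervals as a covariate, also for the intervals, the library number (above 90 or not) as a covariate, also in the interactions, and libraries numbered up to 90 alone. Leaving out replicates from the overlaps, the interval counts, and the average absolute fold change was also added then, as were DESeq2 and no limit on the fold change for the interval counts. Other splits of the samples were compared with the real one, 40 splits in each case with the real one included. Tables and exact tests were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3, and plots with matplotlib 3.10.9.

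The rule for naming items, written before the data were examined, was to name up to 2 with the largest rise and 2 with the largest fall among those called with a gene symbol, a mean of at least 2 CPM, and every treated sample on the same side of every vehicle sample. With no gene symbols, it was applied to transcripts, and to 1 comparison, the liver at 24 h after the high dose, a choice made after the data were seen. The parts of that rule that name genes by symbol were not applied. Preset gene lists, KEGG pathways, injury modules, and the comparison of the supplementary effect sizes with the fold changes all need gene names and were not analysed here.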

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

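The tests of other splits and of a covariate for the intervals, and of the library number for the differences between times, were set out before their results were seen. The tests of other splits for the differences between times, on the library MS-1, and on the share of counts on intervals were written down only after the results were seen.

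Among 44 groups of 5 samples examined, 8 held a sample far from the other 4 by Dixon's criterion, whose critical value is 0.710, where chance gives about 2.2. In 5 of these, a library's share of counts on genomic intervals stood apart. It was 23.61% in the liver library MS-16 (vehicle, 8 h), 28.86% in the liver library MS-14 (high dose, 8 h), 20.29% in the heart library MS-89 (vehicle, 8 h), 13.68% in the heart library MS-90 (low dose, 8 h), and 21.72% in the heart library MS-77 (high dose, 8 h). The total of MS-90, 16332764 estimated counts, was also far below the others of its group. These libraries belong to vehicle, low-dose, and high-dose groups alike, so the doses give no explanation, and no biological explanation was tested. Among the named transcripts, ENSRNOT00000075989 was at 26.25 CPM in the liver library MS-26 (high dose, 24 h), above its group. ENSRNOT00000073341 was at 0.1237 CPM in the library MS-1 (vehicle, 24 h) and at 0 in the other 4 vehicle samples.

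The effect of thioacetamide differed between 8 and 24 h for 122 liver transcripts after the low dose and 1430 after the high dose, for 173 kidney transcripts after the high dose, and for 1 heart transcript after the high dose, each by the interaction test. When the time labels were redrawn within the vehicle and treated samples, 1 of 40 splits, the real one, gave as many transcripts in each of the liver comparisons and in the kidney after the high dose, although another split of the liver low-dose samples reached 93. For the heart after the high dose, 3 of 40 did. In the kidney and the heart after the low dose no transcript was called, with 965 and 1116 at an unadjusted p-value under 0.05, so all 40 of 40 splits gave as many, which a count of 0 fixes in advance. For the library found under 2 labels, 184 liver transcripts were called after the low dose without the vehicle copy, MS-1 and 17 without the low-dose copy, MS-9. Leaving out other samples gave as few as 10, without MS-2 or without MS-23, so the fall without MS-9 does not single out that library, and its part in the low-dose difference is left open. After the high dose, where only MS-1 enters, 1878 were called without it. Kidney libraries numbered above 90 differ from the others, and 3 of the 5 high-dose libraries at 8 h are among them, against 1 of 5 in each of the other 3 groups of that interaction. With the library number as a covariate, 176 kidney transcripts were called after the high dose, and 97 and 1333 liver transcripts after the low and high doses. A difference in library size was not tested for the interactions, so the differences between times cannot be told apart from it. The paper also dosed the 8 h and 24 h rats at different hours of the day and with different access to food. Each vehicle group shared these conditions, but an effect of thioacetamide that depends on them cannot be told apart from one of time.

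The genomic intervals, which the paper does not report on, also differed from vehicle. With all targets in the fit and the same criteria, 497 intervals were called in the liver at 8 h and 27 at 24 h after the low dose, and 1652 and 744 after the high dose. In the kidney, 34 and 4 were called after the low dose, and 304 and 397 after the high dose. In the heart, 17 were called at 24 h after the high dose. Between the vehicle groups of the 2 times, no interval was called in any organ. In each of these 9 comparisons, 1 of 40 splits, the real one, gave as many intervals, although another split of the liver samples at 24 h after the high dose reached 113. With DESeq2, 7 of the 9 counts rose by more than 1.5 times, among them to 273 in the liver and 71 in the kidney at 24 h after the low dose and to 155 in the kidney at 8 h. Without a limit on the fold change, 1 did, to 39 in the heart. Leaving out each replicate gave from 2 to 464 in the liver at 24 h after the low dose and from 396 to 1647 after the high dose. Both were highest without MS-1. In the kidney after the low dose, it gave from 14 to 37 at 8 h and from 0 to 8 at 24 h. In the kidney after the high dose, it gave from 128 to 708 at 8 h, highest without MS-100, and from 254 to 431 at 24 h. In the heart at 24 h after the high dose, it gave from 5 to 26. An uneven share of counts on intervals between treated and vehicle samples was tested by two-sided exact permutation tests. In the liver, p was 0.667 and 0.984 at 8 h after the low and high doses, and 0.0476 and 0.405 at 24 h. In the kidney, p was 0.143 and 0.492 at 8 h, and 0.262 and 0.897 at 24 h. In the heart at 24 h after the high dose, p was 0.905. The smallest of these became 0.571 after Benjamini-Hochberg adjustment over 12 comparisons, with a mean share of 5.91% ± 0.727 (SD, n = 5) against 13.3% ± 8.83 with vehicle. With 5 samples against 5, a large p does not rule out an uneven share. With the share as a covariate, 0 intervals were called in the liver at 24 h after the low dose, and 15 and 0 in the kidney at 8 and 24 h after the low dose, so these 3 counts cannot be told apart from an uneven share. In the other 6 comparisons the count did not fall by more than 1.5 times. It was 579 in the liver at 8 h after the low dose, 1857 and 548 in the liver at 8 and 24 h after the high dose, 247 and 391 in the kidney, and 19 in the heart at 24 h. Whether reads from neighboring transcripts or unspliced RNA reach the intervals was not tested.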

How the results depend on the processing

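The alternatives on the share of counts on intervals, on library numbers, and on all targets in the fit were chosen after seeing the data, as was leaving out replicates from the overlaps. The cause was not tested for any of the changes below, unless a value is given for it.

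With no filter on low counts, and with all targets in the fit, none of the 12 numbers of differentially expressed transcripts moved by more than 1.5 times. The filter of at least 5 counts in 47% of the samples, which let more transcripts into the test in each comparison, moved 1, to 5 in the kidney at 24 h after the low dose. Without a limit on the fold change, the counts were 3424 and 5395 in the liver at 8 h after the low and high doses, 62 in the kidney at 8 h after the low dose, 1263 in the kidney at 24 h after the high dose, and 5 and 454 in the heart at 8 and 24 h after the high dose. With DESeq2, they were 995 in the liver at 24 h after the low dose, 141 in the kidney after the low dose at 8 h and also at 24 h, 606 in the kidney at 8 h after the high dose, 1 and 7 in the heart at 8 and 24 h after the low dose, and 42 and 288 after the high dose. With all 15 samples in the fit, they were 640 in the liver at 24 h after the low dose, 83 and 25 in the kidney at 8 and 24 h after the low dose, 2 in the heart at 24 h after the low dose, and 7 at 8 h after the high dose. With limma on log2(TPM + 1), they were 1323 and 5689 in the liver at 24 h after the low and high doses, and 67 in the kidney at 8 h after the low dose. With log2(TPM + 0.1), they were 1825, 7107, and 74, and 5 in the kidney at 24 h after the low dose. On the log2(TPM + 1) scale, the median transcript shifted against vehicle by 0.49 and 0.65 in the liver at 24 h after the low and high doses, where edgeR's median log2 fold change was 0.0028 and 0.10.

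The covariate for the share of counts on intervals brought the counts down to 7 in the liver at 24 h after the low dose, and to 23 and 0 in the kidney at 8 and 24 h after the low dose. The low-dose counts of these comparisons cannot be told apart from an uneven share. With library numbers above 90 as a covariate, the kidney counts after the low dose were 64 at 8 h and 4 at 24 h. In libraries numbered up to 90 alone, they were 7 at 24 h after the low dose and 47 at 8 h after the high dose, where that leaves 2 high-dose and 4 vehicle libraries.

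For the difference between 8 and 24 h, DESeq2 called 853 and 2404 liver transcripts after the low and high doses, 26 and 472 in the kidney, and 4 and 41 in the heart. With an interaction of at least 0.60 on the natural-log scale, 0 remained in the heart after the high dose. Between the vehicle groups, DESeq2 called 7 in the liver and 5 in the heart.

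For the overlaps at 24 h, DESeq2 gave 906 transcripts shared by the doses in the liver, 122 in the kidney, and 4 in the heart. After the high dose it gave 310 shared by liver and kidney, 96 by liver and heart, 89 by kidney and heart, and 36 by all 3 organs, and after the low dose 21 by liver and kidney. At 8 h, DESeq2 gave 90 shared by the doses in the kidney, and after the high dose 311, 25, 18, and 16 in the same order of organs. Without a limit on the fold change, the overlaps after the high dose at 24 h were 320, 131, 88, and 22, and at 8 h 290, 5, 2, and 2, in the same order, and 2828 were shared by the doses in the liver at 8 h.

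With each replicate left out in turn, the liver counts ranged from 74 to 1515 at 24 h after the low dose and from 1873 to 4598 after the high dose. The kidney counts ranged from 19 to 52 and from 0 to 37 at 8 and 24 h after the low dose, and from 161 to 920 at 8 h after the high dose. The heart counts ranged from 0 to 1 at 8 h after the low dose, and from 1 to 6 and from 92 to 175 at 8 and 24 h after the high dose. The interaction counts ranged from 10 to 184 in the liver after the low dose, from 0 to 1 and from 1.1e+02 (rounded) to 342 in the kidney after the low and high doses, and from 0 to 1 in the heart after the high dose. Between vehicle groups, the range was from 0 to 1 in the heart. Overlaps between doses ranged from 16 to 42 in the kidney at 8 h, from 0 to 32 at 24 h, and from 72 to 1427 in the liver at 24 h. Overlaps at 8 h after the high dose ranged from 126 to 324 for liver and kidney, from 1 to 3 for liver and heart, from 0 to 2 for kidney and heart, and from 0 to 1 for all 3 organs. At 24 h after the high dose, they ranged from 113 to 383 for liver and kidney, from 20 to 75 for liver and heart, and from 5 to 26 for all 3 organs, and after the low dose from 0 to 5 for liver and kidney. The counts in the liver at 8 h and in the kidney at 24 h after the high dose stayed within 1.5 times in every such fit. The 4 named transcripts kept their direction and their side of the threshold with DESeq2 and without MS-1.

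The average absolute log2 fold changes moved in all 12 comparisons under each of the 3 alternatives that kept every replicate. They rose with a pseudocount of 0.1 and with a mean TPM of at least 1, and fell without the filter on each transcript's p-value. In the liver after the low dose, the average was larger at 8 h than at 24 h, and without that filter it was smaller, 0.310 against 0.383. With each replicate left out, 75 of 120 averages moved, 73 of them upwards.

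Alternatives for the preset gene lists and for the supplementary effect sizes were not run, because those results need gene names.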

Differences from the paper's values

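The paper counts genes, with its limit of 0.60 on an effect size, and the values here count transcripts, with that limit on the natural-log fold change. The paper reports 629 differentially expressed genes in the liver at 24 h after the low dose, against 315 transcripts here. Of the alternatives set before the data were examined, only the fit with all 15 samples (640) came within 1.5 times. For the kidney after the low dose, the paper's 87 at 8 h stand against 41. The counts without a limit on the fold change (62), with all 15 samples (83), and with limma on log2(TPM + 1) (67) or log2(TPM + 0.1) (74) came within 1.5 times, and the others did not. The covariate for library numbers above 90, chosen after seeing the values, gave 64, also within 1.5 times. The paper's 79 at 24 h stand against 11, and none of the alternatives set before the data were examined closed the gap. For the heart, the paper's 2 and 6 at 8 and 24 h after the low dose stand against 0 and 0, and only DESeq2 at 24 h (7) came within 1.5 times. DESeq2 also called 5 between the heart vehicle groups. The paper's 66 in the heart at 8 h after the high dose stand against 3, and none of the alternatives closed the gap.

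For the overlaps at 24 h, the paper reports 579 genes shared by both doses in the liver, 64 in the kidney, and 5 in the heart, against 301, 9, and 0 transcripts. DESeq2 came within 1.5 times in the heart (4), and no alternative did in the liver or the kidney. After the high dose, the paper's 263 shared by liver and kidney stand against 167, where DESeq2 (310) and no limit on the fold change (320) came within 1.5 times. The paper's 81 shared by liver and heart stand against 46, where DESeq2 (96) did and no limit on the fold change (131) did not. The paper's 11 shared by liver and kidney after the low dose stand against 1, and neither alternative closed the gap. The paper shows about 28 shared by all 3 organs after the high dose in Fig. 6, read by eye, against 10, where DESeq2 (36) and no limit on the fold change (22) came within 1.5 times. With MS-1 left out, chosen for the overlaps after seeing the values, all 3 organs shared 26, liver and heart 75, and liver and kidney 383, each within 1.5 times of the paper's value. Leaving out the kidney library MS-106 (high dose), also chosen after seeing the values, gave 240 for liver and kidney.

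For the overlaps at 8 h, the paper's Table S1 gives 331 genes shared by both doses in the liver against 1325 transcripts, and neither alternative closed the gap. It gives 57 in the kidney against 32, where no limit on the fold change (46) came within 1.5 times and DESeq2 (90) did not. Leaving out the kidney vehicle library MS-100, chosen after seeing the values, gave 42. After the high dose, it gives 30 shared by liver and heart against 3 and 17 shared by kidney and heart against 1. DESeq2 came within 1.5 times for both (25 and 18), and no limit on the fold change did not for either.

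The paper states that the number of differentially expressed genes rose with time after the high dose in every organ. Here the liver count was 3323 at 8 h and 2729 at 24 h, and the counts the paper tabulates for the liver also fell, from 2709 to 2618. The count rose with time under 3 of the alternatives set before the data were examined. Without MS-1 it was 4598 at 24 h. With limma it rose from 2433 to 5689 on log2(TPM + 1) and from 3286 to 7107 on log2(TPM + 0.1). TPM were not rescaled between samples, and the median transcript shifted on log2(TPM + 1) by 0.111 at 8 h and 0.65 at 24 h. At 24 h, 5244 of the 5689 and 6616 of the 7107 called transcripts were higher than with vehicle. The limma rises therefore cannot be told apart from that shift. The paper puts the share of genes common to organ pairs after the high dose above the values of edgeR with all samples. These were 21% of the kidney transcripts for liver and kidney, and 28.4% of the heart transcripts for each of the other pairs. Without MS-1, the liver shared 383 of the 794 kidney transcripts and 75 of the 162 heart transcripts, so these shares depend on that library. With DESeq2, the liver shared 310 of 1137 kidney transcripts and 96 of 288 heart transcripts. The paper puts a large majority of the low-dose genes in each organ among those found after the high dose. Here edgeR's main test called no low-dose transcript in the heart at 24 h. The fit with all 15 samples called 2. DESeq2 called 7, and 4 of these were shared with the high dose, a lower share than the paper states.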

Other observations

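The tests of other splits for the 12 comparisons with vehicle and of covariates for the kidney library numbers were set out before their results were seen. All other tests below, those of other splits of the vehicle samples, of library size, on the library pair, on the counts without it, on the library numbers, and on the supplementary lists, were written down only after the results were seen, or given their limits then.

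The liver libraries MS-1 (vehicle, 24 h) and MS-9 (low dose, 8 h) hold nearly the same counts. If they were a single library under 2 labels, nearly all transcripts would match, and 99.96% were within 1 count. If they were 2 animals with similar expression, other pairs would come near, and the highest of the other pairs reached 3.824%. One library processed under both labels is the candidate explanation that remains. Which label belongs to it was examined by its distance to the mean of each liver group, with both copies left out. The root mean square log2 distance was 0.414 to the other low-dose libraries at 8 h, the nearest group, and 0.874 to the other vehicle libraries at 24 h. A mislabelled or substituted vehicle sample may therefore be the source, although a single library cannot settle it, and no sample was moved between groups. Of the 30 liver libraries, 23 were nearest to their own group, and of the other 7 all but MS-1 were vehicle libraries nearest to the vehicle group of the other time. In the kidney 15 of 30 and in the heart 13 of 30 were nearest to their own group, so this distance often misses the label there. The kidney vehicle library MS-100 (8 h) lay at 0.619 from the high-dose group at 8 h and at 0.802 from its own.

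In edgeR's main test, fewer liver transcripts were called at 24 h than at 8 h after each dose. Without MS-1, 4598 were called at 24 h after the high dose against 3323 at 8 h, so the shared library may account for the lower count at 24 h. For the low dose, 1515 were called at 24 h without MS-1. This is below the 1614 called at 8 h with MS-9 kept, and above the 1246 called with MS-9 left out. Leaving out 1 sample at a time at 8 h gave from 1246 to 1760, a range that holds 1515. Most of the fall from 1614 to 315 was therefore absent without MS-1. The counts do not settle whether a smaller fall remains.

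Kidney libraries numbered above 90 stood apart from the other kidney libraries. With the 6 conditions in the model, 557 transcripts were called between the 8 libraries above 90 and the other 22, of which 97 were higher. When as many libraries per condition were chosen at random, 1 of 40 choices, the real one, called as many, and the others called at most 1. The limit of 90 was set after a principal component analysis, so the random choices do not allow for that selection. With the share of counts on intervals as a covariate 623 were called, and with the log2 total 392, so neither removed the difference. A different sequencing or library batch is a candidate explanation that the labels do not allow to be tested, and no biological explanation was tested. In the kidney at 8 h after the high dose, where 3 of 5 treated and 1 of 5 vehicle libraries are numbered above 90, 216 transcripts were called with the library number as a covariate against 278 without. The 920 called without MS-100 leave no vehicle library above 90 at that time.

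Other splits of the same 10 samples were tried for each of the 12 comparisons with vehicle. In the liver and the kidney at both doses and times, and in the heart after the high dose at both times, 1 of 40 splits, the real one, gave as many calls. In the heart after the low dose, where 0 were called, all 40 of 40 did, which a count of 0 fixes in advance, as they did between the vehicle groups of the 2 times in each organ, where 948, 334, and 918 transcripts in liver, kidney, and heart had an unadjusted p-value under 0.05.

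Unequal library size was tested by thinning every library of a comparison to the smallest total. In the liver, 1586 and 3209 transcripts were then called at 8 h after the low and high doses, and 302 and 2652 at 24 h. In the kidney these were 43 and 264 at 8 h and 12 and 763 at 24 h, and in the heart 0 and 4 at 8 h and 0 and 165 at 24 h. Where any transcript was called, the number stayed within 1.5 times. The 0 calls in the heart after the low dose, with 696 and 1624 transcripts at an unadjusted p-value under 0.05 at 8 and 24 h, leave nothing for this test to remove.

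Fold changes at 8 and 24 h had a Spearman correlation across transcripts of 0.628 in the liver, 0.290 in the kidney, and 0.317 in the heart after the high dose. The low-dose correlations were 0.393, 0.386, and 0.0299. Transcripts are not independent replicates, and the vehicle samples differ between the times.

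Among the paper's supplementary lists, the sheet for the liver after the low dose at 8 h and the sheet for the kidney after the high dose at 24 h hold the same 760 rows. The paper's Table 1 gives 760 for the kidney group. The duplicated list shares 172 genes with the paper's list for the kidney after the high dose at 8 h and 65 with that after the low dose, and Table S1 prints 172 and 65 for the liver low dose. An overlap matrix counted from the duplicated list is a candidate explanation for the small overlap of the liver doses in Table S1, where the calls here shared 1325 transcripts.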
